A study of Homo sapiens with 165 samples. Its data were reported in "Genetic screens reveal mechanisms for the transcriptional regulation of tissue-specific genes in normal cells and tumors" (2019).

How the data were processed

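RNA from IMR90 cells, a line of non-transformed human lung fibroblasts, was measured in 165 wells on a Nanostring nCounter, an instrument that counts fluorescent barcodes bound to each RNA without amplification. Each well had been transfected with a pool of siRNAs against 1 chromatin factor, or with a non-targeting pool, and RNA was taken on day 5. The panel held 75 probes: 42 tissue-restricted genes, 12 other genes, 4 housekeeping genes, 3 vector sequences, 6 spike-in positive controls (POS) and 8 negative controls with no human target (NEG). Per the labels, 4 wells received the non-targeting pool, 4 received siDNMT1 and 157 received a pool against another target, so 158 targets were measured in 161 wells. The well titled DNMT1 without a number was taken as replicate 1 of that group. The labels do not say whether the repeated wells came from separate cultures, so p-values over them measure the spread between these wells, which may be technical.

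The authors deposited the raw barcode count of every probe in every well, and these counts were the starting point here. The smallest count was 1. The authors also deposited a table of normalized signal. Each column of that signal table equalled the raw counts times a constant, to within 8.44e-15 on a log scale. The constant was proportional to 1 over the geometric mean of 4 housekeeping probes (B2M, PGK1, TBP and TUBB2A), with a coefficient of variation of 2.37e-13%. The study's methods name the POS controls and 3 housekeeping genes, while its results mention 4 housekeeping genes for normalization. A constant built from the POS controls and the 3 genes differed from the deposited one with a coefficient of variation of 4.56% (ratios of 0.848 to 1.12). A POS factor applied before the housekeeping factor cancels, so this difference comes from B2M and does not show whether POS controls were used. The table gives row numbers without names, and 15 of its rows stood in another order than the raw files, so rows were named through the division by the raw counts. The software used for either file is not given in the sources used here. Gene names are those of the raw files. Of 58 accessions looked up in a RefSeq gene table of the GRCh38.p14 assembly, 55 matched, and 2 symbols have since changed (C10orf82 is now SPMIP5 and C9orf11 is now EQTN). No coordinates are given, because no genome build applies to the counts.

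Raw counts were multiplied by a POS factor and a housekeeping factor (geometric means of the 6 POS probes and of PGK1, TBP and TUBB2A), following the study's methods. The combined factor ran from 0.391 to 4.98 between wells, the POS part from 0.632 to 2.26 and the housekeeping part from 0.556 to 3.77. Values were taken as log2(normalized count + 1), so a fold change of a gene at a few counts is understated. The Z-score of a gene in a well is its log2 value minus the mean over all 165 wells, divided by the SD over those wells. The study's thresholds of 2.5 and 3.5 were applied to 6762 pairs of a targeting well and a tissue-restricted gene. A pair rests on a single well and has no replicate check, so no p-value is given for it.

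The total count per well ran from 58680 to 273517 (median 126053). The NEG probes averaged 6.23 counts per well (2.25 to 13.1), and the mean + 2 SD of the NEG probes of a well, 14.8 counts on average, is called the background level. Intervals of single counts are exact 95% Poisson intervals and cover counting error only. Repeated wells of the same group were compared by a chi-square test of their counts before they were averaged. No 2 wells held identical values, and the chi-square per degree of freedom was 1.63 to 21.7, so each was kept as a separate well.

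The knockdown of 8 probed targets was tested by an exact permutation test for siDNMT1 (4 wells against 4, two-sided) and by the rank of the single well among all 165 for the others (exact, one-sided), which says how extreme that well was and has no replicate check. siDNMT1 was compared with the non-targeting wells over 54 genes with edgeR's quasi-likelihood F test on the raw counts, with the factors above as offsets and Benjamini-Hochberg adjustment. Gene lists were tested with limma's camera (preset correlation 0.01, then estimated) and fry on the log2 values. The lists were 10 genes whose re-expression in tumors has been linked to loss of DNA methylation, 10 without that link, 5 genes inducible by 5-aza-cytidine, 12 X-linked cancer/testis genes, 18 germ cell and meiosis genes, 2 placenta genes, 3 S-phase genes, 3 housekeeping genes and the 8 knockdown checks. The first 3 lists follow the study's selection criteria, which were not derived from these wells. The non-targeting wells were compared with the targeting wells, and 16 classes of target with the other targeting wells, by exact rank-sum tests (two-sided). With tied values, 20000 permutations of the ranks were drawn. The class tests covered 3 readouts: ADAM12, the mean Z of the tissue-restricted genes and the mean Z of the S-phase genes, with the siDNMT1 wells averaged to 1 value. Correlations across wells were tested with 100000 permutations.

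The groups, tests, lists, classes and most alternatives were fixed before the data were examined. The rule for naming genes was fixed with them. In the screen it takes every pair at a Z above 3.5, the 25 highest pairs, the 5 lowest pairs, the 10 wells with the highest ADAM12, and every pool with 2 or more genes at a Z above 2.5. For siDNMT1 it takes genes at an adjusted p under 0.05 and, where fewer than 5 pass, the 5 with the largest absolute log2 fold change. It also takes the knockdown checks, the housekeeping and S-phase genes, the 2 highest and lowest members of each list, and the target classes at an adjusted p under 0.05 or, if none, the 3 with the smallest p. Alternatives were the deposited normalized values, scaling by POS alone, no scaling, other sets of housekeeping genes, median-ratio size factors, edgeR's TMM, NEG subtraction or a NEG floor, a pseudocount of 10, a filter on genes at background, other centers and spreads for the Z-score, residuals on the housekeeping signal, centering within consecutive sets of 12 wells in the deposited order (the number of lanes of a cartridge), DESeq2, limma, exact permutation per gene, and leaving out each repeated well. The labels name no lane, so the sets of 12 are a guess at the lane batches. The run of sample numbers has gaps, and the sets were counted over the wells present, so later sets may straddle lane batches. For example, siSIN3A (total count 164653) fell in a set with siBRD3 (80689).

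The siDNMT1 test was tried on 20 simulated data sets of 54 genes drawn from the means and dispersions of the real wells. It called 38 of 46 genes changed 2-fold above background (82.6%), 20 of 54 changed 2-fold at background (37.0%), 35 of 35 changed 4-fold above background and 54 of 65 changed 4-fold at background (83.1%), and it called 10 of 880 unchanged genes (1.14%). Of simulated pairs in the screen, 7 of 22 changed 2-fold above background (31.8%) and 7 of 78 at background (8.97%) passed a Z of 2.5, against 19 of 19 and 64 of 81 (79.0%) changed 4-fold. These simulated pairs carried counting noise only, so the spread between real wells was left out. Programs were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 3 vector probes were left out of the tests, since no well of this screen carried a vector per the labels.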

Results

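The screen asked whether loss of a single chromatin factor is enough to switch on genes that are normally silent in fibroblasts. Expression of 42 tissue-restricted genes, most of them known from testis, placenta or tumors, was measured in 165 wells of IMR90 cells. There were 4 wells with a non-targeting siRNA pool, 4 wells with siDNMT1 and 157 wells with a pool against another target, 1 well for each. Total counts per well ran from 58680 to 273517, with a median of 126053. In the non-targeting wells 9 of the 42 genes averaged above the background level of the negative control probes, and over all wells 10 did. These 10 were ADAM12, ADAM2, ADCY10, ALAS1, ATAD2, DDX53, FMR1NB, MAGEA4, PLCZ1 and SPATA22. The other 32 genes did not on average exceed that level, although STK31 was above it in 49.1% of wells, and small changes in them were detected less often at this depth, since of simulated 2-fold changes at background 37.0% were called in siDNMT1 and 8.97% passed a Z of 2.5 in the screen. The fold above the screen mean needed for a Z-score of 2.5 ran from 1.61 for ALAS1, an enzyme of heme synthesis, to 3.69 for TPTE, a testis phosphatase, and was 2.65 for ADAM12.

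Most of the targets that had a probe of their own were strongly depleted in their own wells. DNMT1, the enzyme that copies DNA methylation at replication, had a normalized count of 308 ± 73.3 (SD, n = 4) in siDNMT1 and 1459 ± 174 (SD, n = 4) in the non-targeting wells, 4.80-fold lower. UHRF1, which brings DNMT1 to replicated DNA, was at 271 against 1350 ± 181 (4.93-fold lower), and the phosphatase PPM1D was at 176 against 758 ± 105 (4.25-fold lower). The methyl-CpG-binding zinc-finger proteins were lower by a similar factor in their own wells: ZBTB4 was at 165 against 1054 ± 159 (6.32-fold), ZBTB33 at 196 against 925 ± 244 (4.54-fold) and ZBTB38 at 514 against 2695 ± 713 (5.07-fold). The methylcytosine oxidases stood closer to the non-targeting wells, with TET2 at 472 against 731 ± 160 (1.51-fold lower) and TET3 at 165 against 232 ± 32.8 (1.39-fold lower). Values after "against" are the mean and SD of the 4 non-targeting wells.

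For DNMT1 the log2 difference was -2.26, with a two-sided exact permutation p of 0.0286 (adjusted p = 0.0327 over the 8 targets), which is the smallest that 4 wells against 4 can give. In PPM1D, TET2, UHRF1, ZBTB4, ZBTB33 and ZBTB38 the single targeted well was the lowest of all 165 (one-sided exact rank p = 0.00606, the smallest that 165 wells can give, adjusted p = 0.00808). This rank places 1 well among the others, has no replicate check and does not measure how far the depletion repeats. Their log2 differences from the non-targeting wells were -2.09, -0.60, -2.30, -2.66, -2.18 and -2.34 in that order. TET2 in siTET2 (472) lay close to the lowest non-targeting well (491, replicate 4). TET3 in siTET3 ranked 11 of 165 (log2 difference -0.48, exact rank p = 0.0667). With POS controls alone the difference was -0.785 (exact rank p = 0.0121) and with the deposited normalized values it was -0.595 (exact rank p = 0.0364).

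**Figure D1:**
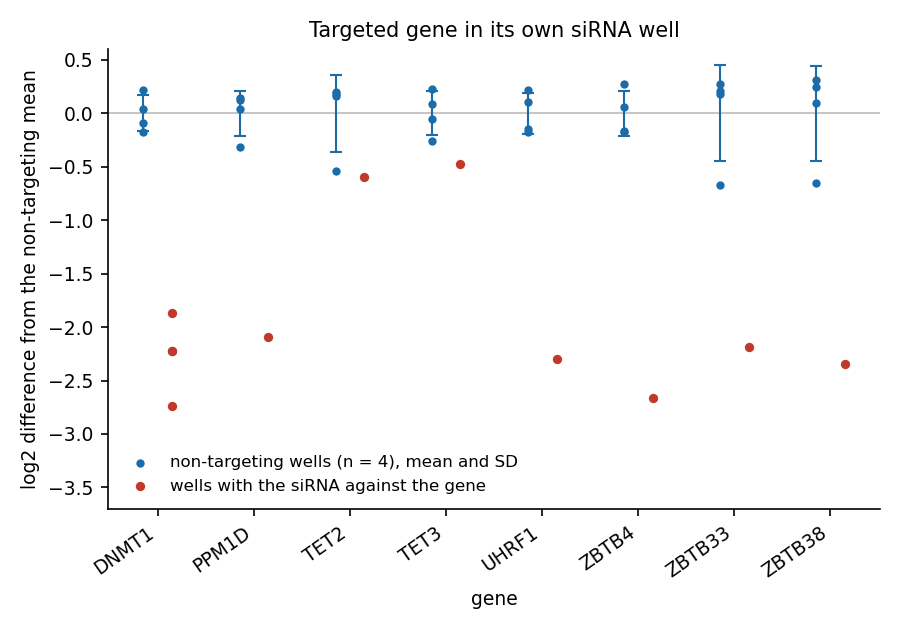
Log2 difference of 8 targeted genes (x axis) from the mean of the non-targeting wells (y axis, log2 units). Blue points are the 4 non-targeting wells with their mean and SD, and red points are the wells that received the siRNA against that gene; the 4 siDNMT1 wells and 5 of the other targets lie about 2 log2 units or more below the controls, whereas TET2 (-0.60) and TET3 (-0.48) lie close to them.

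Few pairs of an siRNA pool and a tissue-restricted gene stood high, and most of those that did came from 3 histone deacetylase pools. Of 6762 pairs, 38 had a Z-score above 2.5 and 7 above 3.5, while 70 lay below -2.5. siHDAC3 held 16 of the 38, siHDAC7 held 9 and siHDAC5 held 4, together 29. HDAC3 is the catalytic subunit of the NCoR and SMRT corepressors, and HDAC5 and HDAC7 are class IIa deacetylases. All 7 pairs above 3.5 were in the first 2 of these wells. In siHDAC3 they were the cancer/testis antigens XAGE1 (Z = 4.16), SSX2 (4.06), MAGEA4 (3.78), MAGEA3 (3.70) and MAGEB6 (3.53) and the testis bromodomain protein BRDT (3.64), and in siHDAC7 BRDT (3.56). These 7 values rest on raw counts of 6 to 14.

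Further down the ranking, siHDAC3 also held CTAG1B, the antigen NY-ESO-1 (3.48), the meiotic chromosome axis protein HORMAD1 (3.37), SSX1 (3.25), the piRNA factor MAEL (3.11), the germ cell kinase STK31 (3.08), FMR1NB (3.04), the germ cell helicase DDX4 (3.00), MAGEA12 (2.91) and XAGE3 (2.77). siHDAC7 held CTCFL, the testis relative of CTCF (3.23), MAGEB6 (2.95), DPEP3 (2.85) and the sperm protein ROPN1 (2.83), and siHDAC5 held DDX4 (2.99), RBM46 (2.89) and XAGE1 (2.77). Outside these wells the highest pairs were ADAM12 in siSIRT6 (3.36) and CTAG1B in siPHC2 (3.33, 13 counts). siARID1A, which targets a SWI/SNF subunit, was the only other pool with 2 genes above 2.5, DDX53 (2.76) and FMR1NB (2.52), and had the next highest scaling factor (2.13). By gene, 15 of the 42 had no pair above 2.5, 18 had 1, 8 had 2 and RBM46, an RNA-binding protein of germ cells, had 4. At the low end stood RFX4 in siLMNB2 (-3.93), CTCFL in siSIRT1 (-3.85), MAGEA3 in siTRIM28 (-3.57) and DDX4 in siSMARCA5 (-3.48), each with 1 to 3 counts, where a single count has an interval of 0.0253 to 5.57. The remaining low pair was ATAD2, an S-phase ATPase, in siSMARCB1 (-3.33), where it stood at 150 normalized counts (115 raw counts) against 646 ± 106 (SD, n = 4) in the non-targeting wells.

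A normal distribution would put 42.0 of the 6762 pairs above 2.5 and 1.57 above 3.5. In 20 simulated screens with counting noise and no change in any gene, a median of 12 pairs (5 to 16) passed 2.5, 0 (0 to 2) passed 3.5 and 128.5 (114 to 138) fell below -2.5. The simulated background fell with the housekeeping signal of a well, and wells differed by counting noise alone. In the real wells the raw NEG mean was 5.38 in siHDAC3 and 6.23 over the screen. ADAM12 had a log2 SD of 0.563, against 0.131 from counting noise. The simulated counts therefore cannot show whether the real pairs exceed scaled-up background or the spread between wells. siHDAC3, siHDAC7 and siHDAC5 were the wells with the lowest housekeeping signal, with scaling factors of 4.98, 2.86 and 2.48. The 8 NEG probes, which detect no human RNA, also had a mean Z-score of 3.15 in siHDAC3, 1.57 in siHDAC7 and 1.82 in siHDAC5. The raw count exceeded the background level of its own well in 2 of the 16 pairs of siHDAC3. It did so in 7 of the 9 of siHDAC7 and 0 of the 4 of siHDAC5. Subtracting the NEG mean kept 15 of these 29 pairs above 2.5. However, counts at or below that mean were set to a floor, which the factor of 4.98 then lifted in siHDAC3. There MAEL (4 counts), MAGEA12 (4), RBM46 (3), CTAG1B (5) and SSX1 (5) lay below the NEG mean and still scored 2.76 to 4.63. Such pairs are no sign of signal above background. Scaling by POS controls alone gave 8 pairs above 2.5, of which 2 were among the 38 of the main setting. Residuals on the housekeeping signal gave 7, of which 3 were among the 38. In either case 0 of the pairs lay in these 3 wells. The slope behind the residuals was fitted with these 3 wells included, and their housekeeping signal was the lowest. A true rise in them would thus be partly removed, so the residuals cannot tell it from scaled-up background.

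**Figure D2:**
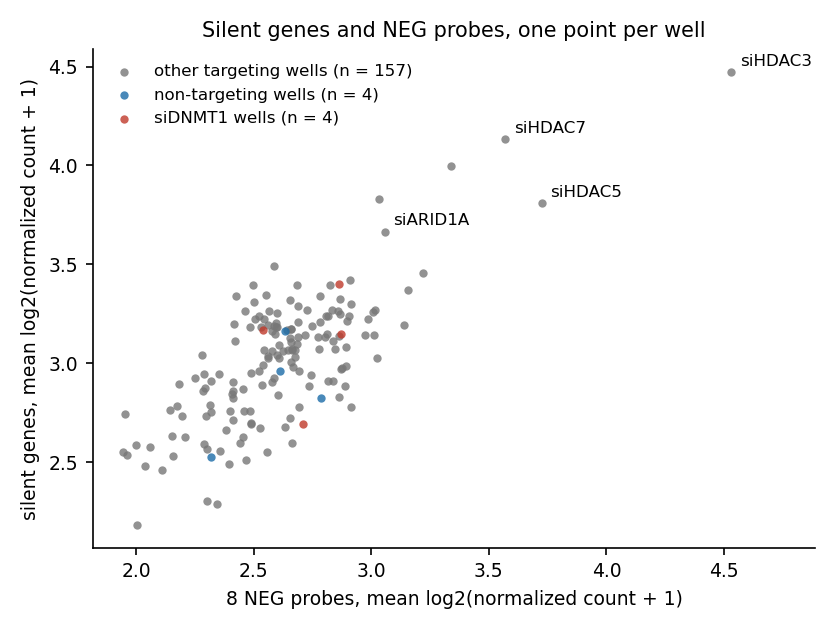
Mean log2(normalized count + 1) of the 32 tissue-restricted genes that did not exceed background (y axis) against that of the 8 NEG probes (x axis), with 1 point per well (4 non-targeting, 4 siDNMT1 and 157 other targeting wells). The wells rise together (r = 0.759, both axes carrying the scaling factor of the well, and 0.846 on raw counts), and siHDAC3, siHDAC7 and siHDAC5 lie at the upper right on both axes.

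ADAM12, a membrane metalloprotease of mesenchymal and placental cells, was the clearest single-gene response outside those wells. It stood at 88.2 ± 11.8 normalized counts (SD, n = 4) in the non-targeting wells and 90.1 ± 6.86 (SD, n = 4) in siDNMT1. In siSIRT6, which targets a histone deacetylase of the sirtuin family, it stood at 411 (550 raw counts, interval 378 to 447), 4.66-fold higher than in the non-targeting wells and a log2 difference of 2.22. In siKAT2A, which targets the acetyltransferase of the SAGA complex, it stood at 311 (251 raw counts, interval 274 to 352), 3.53-fold higher and a log2 difference of 1.82. Their Z-scores were 3.36 and 2.65. The next wells were siHMGB3 (253, Z = 2.12), siKDM4E (243, 2.02), siKDM1B (241, 2.00), siKAT6B (235, 1.94), siPCGF6 (225, 1.82), siHDAC7 (223, 1.80), siKDM4C (214, 1.70) and siCDYL2 (212, 1.67).

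Each of these ADAM12 values comes from 1 well, and the intervals cover counting error only. The siSIRT6 value stayed above 2.5 in every alternative tried, from 2.93 with raw counts to 11.9 against the mean and SD of the non-targeting wells. The siKAT2A value fell below 2.5 with raw counts (1.54), with PGK1 and TUBB2A as the housekeeping genes (2.01) and with centering in sets of 12 wells (2.25).

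**Figure D3:**
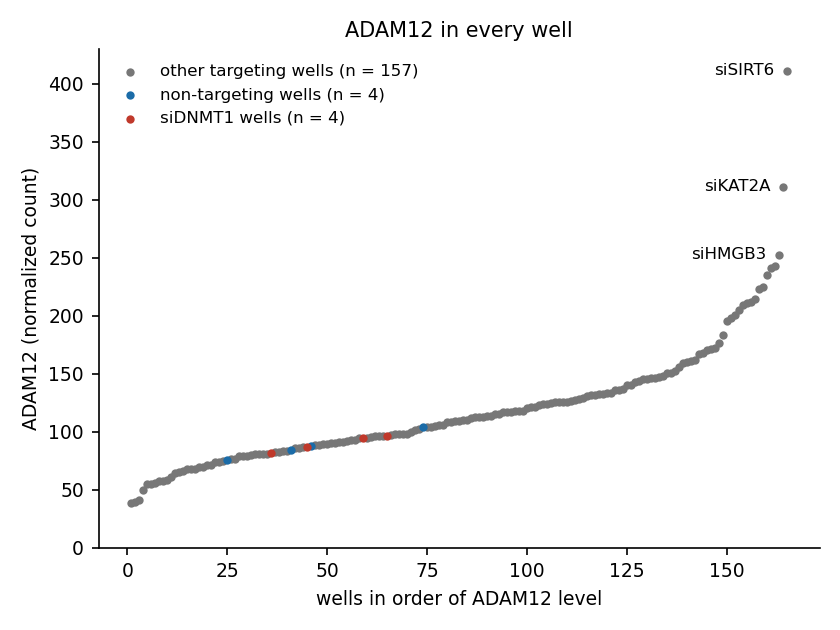
Normalized ADAM12 count (y axis) in all 165 wells, ordered from lowest to highest (x axis), with the 4 non-targeting wells in blue, the 4 siDNMT1 wells in red and the other 157 targeting wells in grey. The siSIRT6 well (411) and the siKAT2A well (311) lie above siHMGB3 (253) and every other well, and the non-targeting and siDNMT1 wells lie in the lower and middle part of the range.

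Loss of DNMT1 was the only perturbation with repeated wells, and it changed 0 of the 42 tissue-restricted genes by edgeR. DNMT1 itself fell by 2.24 on the log2 scale (SE 0.208, adjusted p = 1.54e-21 by edgeR) and was the only one of 54 genes with an adjusted p under 0.05. HORMAD1 was at 8.41 ± 1.85 normalized counts in the non-targeting wells and 19.2 ± 7.95 in siDNMT1 (SD, n = 4 each), a log2 difference of 1.14, higher in 4 of 4 wells, with an adjusted p of 0.140 by edgeR. XAGE1 was at 7.61 ± 0.613 and 16.4 ± 8.23 (log2 difference 1.04, adjusted p = 0.262 by edgeR), and the log2 differences of TSPYL6 and of ADCY10, the soluble adenylyl cyclase, were 0.92 and 0.88 (adjusted p = 0.517 and 0.262 by edgeR). HORMAD1, XAGE1 and ADCY10 were also lower in the non-targeting than in the targeting wells (mean log2 difference -0.60, -0.46 and -0.84). Scaling factors ran from 1.09 to 1.53 in siDNMT1 and from 0.595 to 1.16 in the non-targeting wells, and a larger factor lifts probes at background. Whether either made these differences was not tested. UHRF1 (0.18), ATAD2 (0.18), ADAM12 (0.03) and TET3 (0.04) had log2 differences near 0.

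At an unadjusted p under 0.05 the edgeR test gave 7 genes, and the exact permutation test per gene gave 3. No gene passed adjustment by the exact permutation test, for which 4 wells against 4 are too few, and 1 gene, DNMT1, passed with DESeq2 and with limma. Without siDNMT1 replicate 3 the count was 3, with HORMAD1 and XAGE1 added to DNMT1. Both of those genes lie at background.

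No gene list passed limma's camera after adjustment in siDNMT1. Most of the 54 tested genes had a log2 difference above 0. Only DNMT1, BRDT, CTAG1B, ROPN1, SPACA3, C9orf11, DPEP3, MAGEB6 and PRAME lay below 0. The counts of members above 0 given next are therefore no sign of a rise particular to a list. Of the 10 genes linked to loss of methylation, 7 had a log2 difference above 0, with TPTE (0.71) and C10orf82 (0.48) highest and DPEP3 (-0.07) and BRDT (-0.50) lowest. Of the 10 without that link, 9 were above 0, with HORMAD1 (1.14) and ADCY10 (0.88) highest and ADAM12 (0.03) and C9orf11 (-0.10) lowest. Of the 5 genes inducible by 5-aza-cytidine, a drug that depletes DNA methyltransferases, 4 were above 0, with MAGEA4 (0.61) and MAGEA3 (0.56) highest and MAGEA12 (0.14) and CTAG1B (-0.34) lowest. Of the 12 X-linked cancer/testis genes, 10 were above 0, with XAGE1 (1.04) and MAGEA4 (0.61) highest and MAGEB6 (-0.02) and CTAG1B (-0.34) lowest. Of the 18 germ cell and meiosis genes, 14 were above 0, with HORMAD1 (1.14) and TSPYL6 (0.92) highest and ROPN1 (-0.23) and BRDT (-0.50) lowest. Both placenta genes were above 0, XAGE3 at 0.44 and ADAM12 at 0.03. Of the 8 knockdown checks, 7 were above 0, with TET2 (0.44) and ZBTB38 (0.40) highest and TET3 (0.04) and DNMT1 (-2.24) lowest.

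The adjusted p by limma's camera was 0.654 for the methylation-linked genes, for those without the link and for the housekeeping genes, 0.689 for the knockdown checks and 0.845 for the 5-aza-cytidine, X-linked, germ cell and placenta lists. With an estimated correlation the adjusted p by camera was 0.907 to 0.930 for these lists. The S-phase genes had a camera p of 0.00838 (adjusted p = 0.0754, and adjusted p = 0.296 with an estimated correlation) and a fry p of 0.000412 by limma (adjusted p = 0.00371). Their mean difference was -0.63 and their median 0.18, and the only member that fell was DNMT1, the targeted gene. Adjusted over the list alone, 1 gene (DNMT1) changed among the S-phase genes and among the knockdown checks, and 0 in every other list. The housekeeping genes PGK1, TBP and TUBB2A had an adjusted fry p of 0.0342 by limma, but they were fixed by the scaling and test nothing here. The other lists had an adjusted fry p of 0.228 to 0.656 by limma.

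No tissue-restricted gene differed between the non-targeting and the targeting wells after adjustment, but the non-targeting wells were spread. Their mean Z-scores over the 42 genes were 0.20, -0.10, -0.96 and -0.35 for replicates 1 to 4. The lowest p-values belonged to HORMAD1, whose mean log2 value in the non-targeting wells minus that in the targeting wells was -0.60 (exact rank-sum p = 0.0161), and to CTCFL (-0.81, exact p = 0.0230), XAGE1 (-0.46, exact p = 0.0338) and MAGEA3 (-0.61, exact p = 0.0359). These were the 4 genes at an unadjusted p under 0.05 and were chosen after their values were seen. With 4 wells against 161, 0 of 42 genes passed adjustment by the exact rank-sum test (smallest adjusted p 0.377), and 28 of 42 had a lower mean in the non-targeting wells. Without replicate 1 that was 35 of 42 (smallest adjusted p 0.0826 by the exact rank-sum test), and without replicate 3 it was 21.

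No class of chromatin factor stood apart from the other targets after adjustment. ADAM12 was higher where sequence-specific or zinc-finger factors were targeted (median log2 difference 0.38, 14 of 16 wells above the median of the others) and lower where subunits of PRC2, the H3K27 methyltransferase complex, were targeted (-0.85, 1 of 6 above). The S-phase genes were higher where writers and readers of m6A, a methyl mark on RNA, were targeted (median difference in mean Z 0.83, 5 of 5 above). These were the 3 smallest p-values (exact rank-sum p = 0.00350, 0.00395 and 0.00429) of 48 tests over 16 classes and 3 readouts, each with an adjusted p of 0.0687, and 7 tests had an unadjusted p under 0.05. With centering in sets of 12 wells the 3 differences became 0.067, -0.64 and -0.037, so the direction for the m6A class turned.

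DNMT1, UHRF1 and ATAD2, which are expressed with S phase, rose and fell together across the screen. Over the 156 wells that target neither DNMT1 nor UHRF1, DNMT1 correlated with UHRF1 at r = 0.93 (rho = 0.94) and with ATAD2 at r = 0.84 (rho = 0.86), and UHRF1 correlated with ATAD2 at r = 0.91 (rho = 0.90). The lowest mean Z-scores of the 3 genes were in siBRD1 (-2.33), siHDAC5 (-2.31), siBRD8 (-2.23), siCHD6 (-1.96) and siSMARCB1 (-1.82), and the highest in siPCGF6 (2.03), siSMARCD1 (1.94), siWTAP (1.79), siTDG (1.66) and siMPHOSPH8 (1.63). These 10 wells were named after their values were seen. Every permutation p, adjusted over the 3 relations, was 1e-05, the smallest that 100000 permutations can give. Without the 2 wells farthest from the median of the x axis the r values were 0.93, 0.83 and 0.90. Within the 14 consecutive sets of 12 wells the lowest r values were 0.80, 0.74 and 0.71 and the medians 0.92, 0.87 and 0.93.

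**Figure D4:**
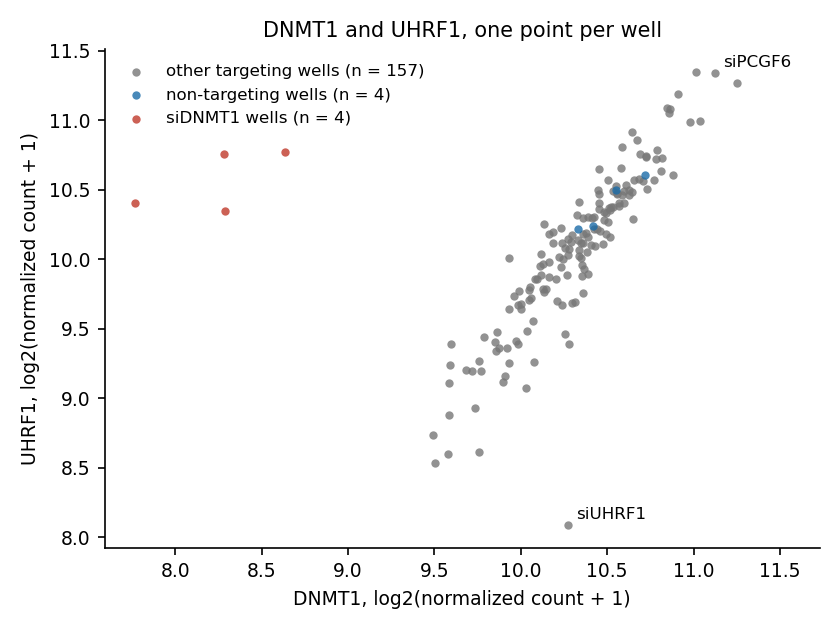
UHRF1 (y axis) against DNMT1 (x axis), both as log2(normalized count + 1), with 1 point per well. The 4 siDNMT1 wells (red) lie to the left of the other wells and the siUHRF1 well lies below them, and over the 156 remaining targeting wells r = 0.93.

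The scaled values were set against the housekeeping signal as a check of the scaling. They are divided by that signal, so for probes at background a negative relation to it is built in, as the NEG probes show. Over 165 wells the mean log2 value of the 42 genes correlated with the log2 housekeeping signal at r = -0.48 (rho = -0.34), and that of the 8 NEG probes at r = -0.52 (rho = -0.36). Both had an adjusted permutation p of 1e-05, the smallest that 100000 permutations can give, which for this reason is no evidence of a change in these genes. Without the 2 wells farthest from the median of the x axis r was -0.42 and -0.43. With values centered in sets of 12 wells both r values were -0.51. With POS controls alone, which leave the housekeeping signal out of the scaling, r was 0.061 for the tissue-restricted genes (permutation p = 0.436) and -0.0715 for the NEG probes (permutation p = 0.359).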

Values the study reported

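The study reported that 21 of about 6700 combinations of probe and siRNA passed a Z-score of 2.5. It counted 25 of the 42 tissue-restricted genes with no such hit, 13 with 1 hit and 4 with 2 hits. For ADAM12 it gave a Z-score of 3.12 after depletion of SIRT6 and 2.53 after depletion of KAT2A. Among the 8 targets probed directly, it described a depletion of about 2-fold for TET2 and TET3 and of more than 5-fold for the other 6.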

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

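The test for a well that stands apart was fixed in advance, and the groups of 4 wells it was run on (non-targeting and siDNMT1) gave 116 tests, of which 4 passed. Chance alone passes about 1 in 20. All 4 values were in non-targeting wells, and 2 of them were in replicate 4. That well also differed more widely from the rest of its group. Its chi-square per degree of freedom was 21.7, 16.6 and 14.4 against replicates 1 to 3, and 1.63 to 3.87 among those. ZBTB38 (1663 normalized counts against 2785 to 3238) and PPM1D (605 against 775 to 831) were lowest in it. DNMT1, UHRF1 and ZBTB4 were highest in it. Its values enter every mean of the 4 non-targeting wells. TET2 had a log2 value of 8.94 in non-targeting replicate 4, below the 9.64 to 9.69 of the other wells of the group. ZBTB33 had a log2 value of 9.13 in the same well, against 9.99 to 10.08 in the others. PLA2R1 had a log2 value of 4.91 in non-targeting replicate 1, against 3.79 to 3.90. TPTE had a log2 value of 2.99 in non-targeting replicate 2, against 1.99 to 2.12, a difference of a few counts at background. TPTE and PLA2R1 take part in no knockdown test. The low TET2 and ZBTB33 values lower the mean and widen the SD of the controls that siTET2 and siZBTB33 were compared with.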

How the results depend on the processing

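Chosen after the results were seen were the runs without siHDAC3, siHDAC5 and siHDAC7, the test of the same 6 wells without a block, and the alternatives for B2M and for ADAM12 with the S-phase genes. Over all alternatives 181 values that answer a comparison kept their direction and their side of the threshold, 27 counts moved by over 1.5 times, 4 values fell below the threshold, 2 rose past it and 1 changed sign. For single named genes, pairs and classes 469 kept both, 91 fell below, 9 rose past, 5 moved and 13 changed sign. The main screen gave 38 pairs above a Z of 2.5, 7 above 3.5 and 70 below -2.5. The deposited normalized values gave 35, 7 and 74 and kept 34 of the 38 pairs. POS controls alone gave 8, 0 and 82, raw counts 13, 0 and 68, and residuals on the housekeeping signal 7, 0 and 80, and they kept 2, 1 and 3 of the 38 pairs. Median-ratio factors gave 26 and 1 (above 2.5 and 3.5), NEG subtraction 94 and 23 (31 below -2.5), a NEG floor 110 and 37 (55 below), a pseudocount of 10 79 and 23 (17 below), the 10 genes above background 7 and 1 of 1610 pairs, and the mean and SD of the non-targeting wells 677 and 303. Centering in sets of 12 wells gave 33 and 2, and leaving out siHDAC3, siHDAC5 and siHDAC7 gave 17 and 0. The scalings differ in how far they lift probes at background, but the cause was not tested. Leaving out wells beyond the factor limits removed 0 wells and says nothing.

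In siHDAC3 some values turned negative. With raw counts they were STK31 -0.996, FMR1NB -0.859, DDX4 -1.11, MAGEB6 -0.497, HORMAD1 -0.443, SSX1 -0.0515, MAGEA12 -0.137 and XAGE3 -0.516, and with POS controls alone STK31 -0.433, FMR1NB -0.380, DDX4 -0.664 and XAGE3 -0.0562. ADAM12 in siKAT2A fell below 2.5 with raw counts (1.54), with PGK1 and TUBB2A (2.01) and when centered in sets of 12 (2.25), and ran up to 9.72 against the non-targeting SD. The rank of TET3 in its single siTET3 well went below the threshold with POS controls alone (-0.785, exact rank p = 0.0121) and with the deposited values (-0.595, exact rank p = 0.0364). Of the 48 class tests 0 passed in the main setting, 1 with POS controls alone, 11 with raw counts, 1 with median-ratio factors (histone deacetylases and the tissue-restricted genes) and 4 with the non-targeting mean and SD, and the m6A difference turned to -0.0373 when centered in sets of 12. The relation to the housekeeping signal turned to r = 0.0610 for the tissue-restricted genes and shrank to -0.0715 for the NEG probes with POS controls alone, which takes the housekeeping genes out of the scaling. In each case beyond this one the cause was not tested.

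In siDNMT1, edgeR gave 1 changed gene and the exact permutation test 0, and leaving out each well gave 1 to 3 (3 without siDNMT1 replicate 3). With the replicate block (wells numbered 2, 3 and 4) 6 genes changed (DNMT1, HORMAD1, PLCZ1, TET1, TET2 and ZBTB38), against 1 in the same 6 wells without it. The labels do not say whether the numbers pair the wells. The deviations of wells with the same number correlated at 0.0195, -0.145, 0.192 and 0.248 for numbers 1 to 4. Those of wells with different numbers correlated at -0.236 to 0.214, so these values cannot decide whether the block applies. For the number of changed genes chance cannot be excluded: 2 of the 35 splits of the 8 wells gave as many, 1 in the real split and 3 in the highest other. This bears on the number and not on DNMT1 itself, which was lower in 4 of 4 wells than in every control (exact permutation p = 0.0286). The depth limits genes at background most, where a 2-fold change was called in 37.0% of simulated genes.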

Other observations

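Chosen only after the results were seen were the wells and genes of the next paragraph, the comparison of B2M, the other scalings of ADAM12 with the S-phase genes, the simulated screens without change, the shuffled well orders, the ratio of silent genes to NEG probes, the lane-batch tests of the S-phase genes and of each ADAM12 well, and the counting interval used to read the lane-batch test of the deacetylase wells.

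Some single wells stood at the extremes of the screen for expressed genes. In siSMARCA4, which targets an ATPase of SWI/SNF, PPM1D (Z = 3.12, 1995 normalized counts against 758 ± 105 in the non-targeting wells, SD, n = 4), TET3 (2.98), TET2 (2.73) and ALAS1 (2.68, 1062 against 609 ± 91.7) stood high together. In siSMARCB1, which targets a core subunit of the same complex, TET3 (2.86) and the calcium channel ITPR2 (2.75) stood high and ATAD2 (-3.33) low. Other wells of that complex went both ways, with PPM1D at 2.19 and TET2 at 1.63 in siARID1A, 1.90 and 0.27 in siSMARCD1, 1.65 and 1.44 in siSMARCD2, 1.22 and 1.78 in siSMARCC2 and 0.63 and 1.33 in siPBRM1, but 0.28 and -0.72 in siSMARCA2, -0.18 and -0.14 in siSMARCC1 and -0.57 and -0.40 in siBRD7, and no shared behavior of the complex was tested for these genes. TET2 was at 480 in siINO80 (Z = -3.07), against 472 in siTET2 itself, but non-targeting replicate 4 was at 491 as well. B2M, the light chain of MHC class I, was highest in siKDM2B (Z = 3.54), siSMARCD2 (3.53) and siSMARCC2 (2.94), and PPM1D in siHMGB3 (3.18). With POS controls alone B2M was at 1.79, 2.03 and 1.59 in these wells and ITPR2 in siSMARCB1 at 1.72, and high values in some other wells turned negative, such as PPM1D in siHDAC5 (3.06 to -0.55) and TET2 in siPHC2 (2.88 to -0.80). Each value is 1 well with no test.

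B2M was lower in the non-targeting than in the targeting wells, with a log2 difference of -0.36 and 4 of 4 wells below the median of the targeting wells (exact rank-sum p = 0.00271, adjusted p = 0.0325 over 12 genes). With POS controls alone the difference was -0.27 (exact p = 0.0174), centered in sets of 12 it was -0.41 (exact p = 0.000205), and without each control well it was -0.28 to -0.41. TET1 (-0.38), TET2 (-0.36), ITPR2 (-0.28) and PPM1D (-0.28) were lower in the non-targeting wells by similar amounts without passing adjustment. Of the 12 genes only DNMT1 (0.19) and UHRF1 (0.32) were higher there. The offset is therefore not shown to be particular to B2M.

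In siHDAC3, siHDAC5 and siHDAC7 many silent genes stood high together. Across 165 wells the silent genes followed the NEG probes at r = 0.759, which decides nothing, since both carry the factor of the well. In the ratio of the silent-gene mean to the NEG mean that factor cancels. Relative to the other wells the log2 ratio was -0.48 in siHDAC3, -0.46 in siHDAC5 and 0.27 in siHDAC7 (SD 0.24 over the other wells). The silent genes themselves were higher by 1.63, 0.87 and 1.21, a pattern that background probes scaled up where housekeeping RNA was scarce would give. It held least completely in siHDAC7, where 7 of the 9 pairs exceeded the well's own background level. With NEG subtraction 7 genes lay above 2.5 in siHDAC7, 12 in siHDAC3 and 0 in siHDAC5. The 12 of siHDAC3 include counts below the NEG mean that were lifted by the scaled floor. A lane batch cannot be told apart, because 16 of the 29 pairs stayed above 2.5 when centered in sets of 12, a share above the bound set beforehand, an even split, but with an interval that includes it, and because the 3 wells share a set, so that centering subtracts them from each other. A true derepression by loss of a deacetylase stays open as well, and the class test for the tissue-restricted genes gave an adjusted p of 0.0916 (exact rank-sum). By the same test it was 8.83e-05 with median-ratio size factors and 0.0513 with PGK1 and TBP as the housekeeping genes. With centering in sets of 12 the smallest adjusted p of any class test was 0.283, for another class. Without siHDAC3, siHDAC5 and siHDAC7 the smallest adjusted p of any class test (exact rank-sum) was 0.0789, for another class and for ADAM12. These 3 wells are among the 9 of the deacetylase class, so its test cannot separate derepression from scaled-up background.

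ADAM12 was high in siSIRT6 and siKAT2A. Scaled-up background is argued against by their raw counts of 550 and 251, against background levels of 15.8 and 9.50 in those wells. The lowest Z over both wells was 2.60 with NEG subtraction and with residuals on the housekeeping signal. Subtracting a few counts could hardly move values this high, so NEG subtraction adds little here. For siSIRT6 a lane batch is also argued against, with a Z of 3.03 after centering in sets of 12, above a bound of 2 by more than the SD of the control Z-scores after centering (0.53). For siKAT2A it cannot be told apart, because its Z of 2.25 passed that bound by less than this SD (a 3.52-fold difference on the log2 scale before and 2.85-fold after, with an SD of the non-targeting wells of 0.19 and 0.27). From this screen alone, a biological effect of SIRT6 or of KAT2A on ADAM12 is a hypothesis that rests on 1 well each. Outside the screen, the study reported ADAM12 induction by RT-qPCR in IMR90 cells with other siRNAs against SIRT6 and KAT2A. It reported similar results in another non-transformed lung line. Those measurements are not part of the wells analyzed here.

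DNMT1, UHRF1 and ATAD2 varied together. A scaling error shared by all expressed genes would tie them to other genes as well, but their median r with 9 other expressed genes was 0.144 (27 pairs, -0.176 to 0.430) against 0.906 among themselves. A lane batch along the sets as guessed is argued against by the lowest r of 0.801 after centering in sets of 12. The sets still held 24.8% of the variance of these genes (7.59% in shuffled orders, permutation p = 0.001, the smallest that the shuffles can give). The later sets may straddle lanes, which weakens this test. A difference in the share of cycling cells between wells is a hypothesis consistent with this and was not measured.

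If ADAM12 rose where fewer cells cycle, its r with the mean of DNMT1, UHRF1 and ATAD2 would be negative, but it was 0.0976 when centered in sets of 12 (permutation p = 0.224), 0.19 without centering (permutation p = 0.0150) and 0.40 with POS controls alone. This r covers the screen and does not speak to single wells. In siSIRT6, siKAT2A, siHMGB3, siKDM4E and siKDM1B, the wells highest in ADAM12, the mean Z of these S-phase genes was 0.15, -1.47, -0.16, 0.18 and -1.36.

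The sets of 12 wells also held 73.3% of the variance of the POS signal and 56.9% of that of the NEG probes (about 7.6% in shuffled orders, permutation p = 0.001, the smallest possible), and 17.6% of that of ADAM12 (permutation p = 0.003).

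The pairs here come from 158 targets in 161 wells, 4 of them siDNMT1, and the number of pools that the study states is not the same. The number of pairs above a Z of 2.5 here was 38. That is higher than the value quoted from the study above. The number of genes without such a pair here was 15. That is lower than the value quoted from the study above. The number of genes with 2 such pairs here was 8. That is higher than the value quoted from the study above. Each of these 3 directions held with the deposited normalized values (35 pairs, 16 genes without a pair and 7 with 2). Each turned without siHDAC3, siHDAC5 and siHDAC7 (17 pairs, 28 genes without a pair and 3 with 2) and with POS controls alone (8, 35 and 1). Against the non-targeting wells the depletion of DNMT1 (4.80-fold), PPM1D (4.25-fold), UHRF1 (4.93-fold) and ZBTB33 (4.54-fold) was below that quoted from the study above. ZBTB4 (6.32-fold) and ZBTB38 (5.07-fold) were not below it. The study's text does not name the reference wells of its fold values.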
